A study of Homo sapiens with 96 samples. Its data were reported in "Metabolism-dependent secondary effect of anti-MAPK cancer therapy on DNA repair" (2024).

How the data were processed

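The series holds 96 RNA libraries of A375 cells, an established human melanoma line whose growth depends on a mutated BRAF kinase. The libraries were made with QuantSeq, an assay that primes on the poly(A) tail and sequences near the 3′ end of each transcript, so that a read stands for a transcript end whatever the transcript's length. Per the labels, cells were first kept for 18 h in DMSO or in 500 nM vemurafenib plus 500 nM cobimetinib, which inhibit BRAF and MEK and are together called MAPKi. They then received vehicle, 100 µg/ml cycloheximide (CHX, which blocks translation elongation), 25 µM triptolide (T, which blocks transcription) or both (TCHX), with cycloheximide given 5 min before triptolide. Cells were harvested at 0, 1, 3 and 5 h, which gives 2 pretreatments, 4 arms and 4 times, or 32 groups of 3 libraries. Each library was made from 500 ng of RNA.

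The authors deposited a table of raw counts, that is, whole numbers of reads per gene without normalization, with 44659 gene entries and 96 libraries. Their methods describe trimming of adapters and poly(A) stretches with fastp, mapping of the forward reads to GRCh38 with HISAT2, and counting on exons with htseq-count. Whether the counting used the strand of the reads is not stated, so counts of genes that overlap another gene on either strand are uncertain. No molecular identifiers are described, so repeated reads of the same molecule are counted separately, and floors given in counts cover counting error only. An ERCC spike-in mix was added to the RNA according to the methods, but the table has 0 spike-in entries and none of the 26 current and older symbols of mitochondrially encoded mRNAs, whereas the mitochondrial rRNA genes RNR1 and RNR2 are present.

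The total count per library ran from 2381351 to 12520154, with a median of 7143396. Of the gene entries, 15284 had no count in any library and 29375 had at least 1 count. A suffix marked 5088 entries as repeats of another name. These carried 0.0487% of all counts and were left as separate entries. Within the 32 groups, the 96 pairs of libraries had Pearson correlations of log2 counts from 0.925 to 0.983, and the chi-square statistic per degree of freedom ran from 3.13 to 17.6, so that no library was a copy of another. Replicate numbers were treated as labels and not as pairs, except in the model of the TDD index, where the study had a replicate term, and in the sign-flip test and the differences per replicate, which set libraries of the same number against each other.

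Gene names were matched to an annotation of GRCh38, from which all coordinates were taken. Of the entries, 27033 matched by symbol, 312 by an older symbol and 2 by a synonym, 324 were ambiguous, and 16988 had no match. Coding sequences came from the same annotation, from the MANE Select transcript or, where none is given, the Ensembl canonical one, for 19124 genes, and 187 coding transcripts without a complete reading frame were left out.

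Differential expression was computed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with the 32 groups as its design, which left 14948. A quasi-likelihood model with 1 mean per group was fitted to all 96 libraries, contrasts were tested two-sided, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. Library sizes were scaled by TMM for MAPKi against DMSO at 0 h in the vehicle arm, for each inhibitor arm at 0 h against vehicle, and for 5 h against 0 h in the vehicle arm. For contrasts that involve triptolide, which removes RNA from the whole transcriptome, size factors were computed from stable genes, following the study. These had more than 0.2 CPM (counts scaled to a common library total) in the vehicle arm at 0 h, at least 1.1 times that CPM in the triptolide arm at both 3 h and 5 h, and an initial CPM above 10% of the later values, in all 3 replicates of both pretreatments. There were 36 such genes, 6 of them ribosomal protein genes. The study's wording asks for the rise after 3 or 5 h, which was read here as both. The reading as either is among the alternatives added after the data had been seen. DESeq2 1.42.0 median-of-ratios size factors were taken over these genes. The contrasts were the change after triptolide in MAPKi minus that in DMSO (decay interaction), TCHX minus T within each pretreatment, and the difference of the last between MAPKi and DMSO (cycloheximide interaction during triptolide), each averaged over 3 and 5 h. All these choices, the gene lists and the rule for naming genes were made before the data were examined. So were the alternatives listed for them, except those described as added after the data had been seen. The comparisons of cycloheximide with vehicle in the absence of triptolide were added afterwards, with TMM scaling.

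The index of translation-dependent decay (TDD index) was the normalized count with triptolide plus cycloheximide minus that with triptolide alone, divided by the initial normalized count, which was read as the vehicle arm at 0 h. It was computed per replicate at 3 and 5 h for genes with a mean initial normalized count of at least 10 and above 0 in each of the 6 initial libraries. For each gene a linear model with pretreatment, time and replicate was fitted to 12 values, and an mRNA was called at a two-sided p of the pretreatment term of at most 0.05 without adjustment, as in the study, with the count after Benjamini-Hochberg adjustment beside it. Medians over genes of the index, and of the share of mRNA remaining after triptolide, were taken per replicate and compared between pretreatments by an exact sign-flip permutation over 3 replicate differences, which cannot give a two-sided p below 0.25. An exact permutation of the pretreatments without pairing, which cannot go below 0.1, was added after the data had been seen.

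The gene lists were DNA repair, DNA replication, cell division, MAPK target genes, immediate-early and other short-lived mRNAs, mRNAs sensitive to nonsense-mediated decay (NMD), ribosomal proteins, mitochondrially encoded genes, and the genes that the study measured by blotting or PCR. They were written from general knowledge, except the last, which the study chose partly on these samples and which is therefore not independent evidence. Lists were tested with camera in limma 3.58.1 at a preset inter-gene correlation of 0.01, on the TDD index and on log2 CPM with a prior count of 2, and adjusted over the lists. The list of mitochondrially encoded genes could not be tested, since 0 of its 26 symbols are in the table. Amino acid and codon frequencies of coding sequences were compared between mRNAs with an increased, a decreased and an unchanged TDD index by zero-inflated beta regression in glmmTMB 1.1.9 with coding sequence length as covariate and Tukey contrasts from emmeans 1.11.2.8, adjusted over 20 amino acids or 61 codons.

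Genes are named by these rules. For MAPKi at 0 h they are the 5 largest rises and the 5 largest falls among called genes with at least 50 CPM in the higher group and the same direction in all 3 replicate numbers. For the TDD index they are the 5 largest increases and decreases among called mRNAs with a mean initial normalized count of at least 100 and the same direction in all 3 replicates. For both interactions the rule is the same, with 3 genes each way. Genes fixed in addition include EPRS1, CTU2, RAD18, GOT2, MYC, DUSP6 and GAPDH, and members of the lists could also be named. A fold change against a group with at most 3 counts in every library is given as a lower bound.

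The procedures were tested on simulated data with 3 libraries per group. For edgeR, 136 of 200 changed genes were recovered in a comparison of 2 groups and 130 of 200 in an interaction, with 2.86% and 2.26% of the calls on unchanged genes. The linear model of the TDD index recovered 166 of 198 changed mRNAs at an unadjusted p of at most 0.05, but 78.8% of its calls were unchanged mRNAs, and after adjustment it recovered 54. Camera recovered 2 of 2 changed lists and called 0 of 20 unchanged ones. The simulated genes were drawn independently of each other and scaled by TMM. These tests therefore do not cover false calls from correlated genes or from errors of stable-gene scaling. The beta regression recovered 1 of 1 raised codon and called 1 of 21 unchanged frequencies.

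Alternatives tried were DESeq2 size factors or the DESeq2 Wald test, no filter on low counts, a fit on the compared libraries alone, the replicate number as a block or its removal, each replicate left out in turn, TMM in place of stable genes, other initial levels, other minimum counts and times for the TDD index, moderated variances, fry and an estimated correlation for lists, and GC content at the third codon position (GC3) as a covariate or other gene sets for composition. Added after the data had been seen were scaling by total counts, by mitochondrial rRNA, by stable genes at 3 or 5 h, as the study words it (526 genes), and by stable genes of both triptolide arms at 3 or 5 h (85 genes). For composition, the sets from TMM and from mRNAs lower with MAPKi were also added after the data had been seen. Other data of the study, such as protein and metabolite measurements, were not used here.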

Results

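Transcript counts were obtained by QuantSeq from 96 libraries of A375 melanoma cells, 3 for each of 32 groups defined by pretreatment (MAPKi or DMSO for 18 h), arm (vehicle, cycloheximide, triptolide, or both inhibitors) and time (0, 1, 3 or 5 h). Total counts per library ran from 2381351 to 12520154, with a median of 7143396. Of the gene entries in the table, 14948 passed the filter on low counts. The first 4 principal components of log2 CPM carried 36.9%, 15.8%, 3.76% and 3.16% of the variance. The first was above 0 in every DMSO library and below 0 in every MAPKi library, and the second ordered the triptolide groups by time.

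The first comparison asked which mRNAs differ after 18 h of MAPKi, before any inhibitor of transcription or translation. In the vehicle arm at 0 h, 3333 genes were higher and 3527 lower in MAPKi than in DMSO at an adjusted p under 0.05 (edgeR, n = 3 per group). Averaging the contrast over the 4 vehicle times moved this total of 6860 most, to 10328 genes. Among the 5 largest rises, ANGPTL7 (GRCh38 chromosome 1, 11189355 to 11195981, antisense to MTOR) had 402 ± 21.6 CPM in MAPKi (SD, n = 3) and at most 2 counts in each DMSO library, which makes it at least 658-fold higher. BMF (chromosome 15, 40087890 to 40108892, overlapped by BMF-AS1) had 52.2 ± 8.11 CPM (SD, n = 3) in MAPKi and was at least 85.4-fold higher. SAMD11 (chromosome 1, 923923 to 944575, antisense to NOC2L) rose from 0.608 ± 0.196 to 89.6 ± 11.5 CPM (SD, n = 3), a log2 change of 7.23 with a standard error of 0.37 and an adjusted p of 7.11e-29 in edgeR. TCN1 (chromosome 11, 59852800 to 59866489) rose from 1.54 ± 0.856 to 83.8 ± 1.11 CPM, and MYLK (chromosome 3, 123610049 to 123884332, overlapped by antisense genes) from 9.22 ± 2.38 to 524 ± 132 CPM (SD, n = 3 each). Among the 5 largest falls, SPRY4 (chromosome 5, 142310427 to 142326455) had 133 ± 15.9 CPM (SD, n = 3) in DMSO and was at least 233-fold lower in MAPKi. DUSP6 (chromosome 12, 89347235 to 89352501), a feedback phosphatase of the MAPK pathway, went from 357 ± 52.9 to 1.08 ± 0.657 CPM (SD, n = 3), a log2 change of −8.28 with a standard error of 0.38 and an adjusted p of 5.41e-32 in edgeR. SPRY2 (chromosome 13, 80335976 to 80341126) went from 66.0 ± 3.20 to 0.846 ± 0.282 CPM, ETV5 (chromosome 3, 186046314 to 186110318, overlapping DGKG) from 140 ± 4.05 to 1.90 ± 0.598 CPM, and SYTL5 (chromosome X, 38006553 to 38128819) from 96.4 ± 8.19 to 1.43 ± 0.472 CPM (SD, n = 3 each). All 10 genes changed in the same direction in 3 of 3 replicate numbers, and counts of those that overlap another gene are uncertain. DUSP6, which is overlapped by an antisense gene, is among the latter.

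Gene lists written in advance were compared with all other genes in the same libraries. Of the 23 MAPK target genes tested, 23 were lower in MAPKi after adjustment over all genes and 23 when adjusted over the list alone. Their median log2 change relative to all genes was −3.03 ± 0.06 (SD, n = 3), with a camera adjusted p of 1.1e-15. The median fitted change, −3.03, was the same when the 2 members at the floor of 3 counts were set to their bound, as was that of DNA repair genes with 1 such member. DNA replication genes had a relative median of −1.01 ± 0.12 (SD, n = 3; camera adjusted p 3.69e-15), with 48 of 55 lower over all genes and 48 adjusted over the list alone. Cell division genes had −0.58 ± 0.05 (SD, n = 3; 1.25e-12), with 64 of 84 lower over all genes and 65 adjusted over the list alone. DNA repair genes had −0.58 ± 0.03 (SD, n = 3; 2.98e-08), with 48 of 88 lower and 5 higher over all genes, against 50 and 5 adjusted over the list alone. The genes measured by the study had −0.82 ± 0.20 (SD, n = 3; 8.27e-09), with 22 of 24 lower under both adjustments. Since the study chose them partly on these samples, the count adjusted over the list alone is not independent evidence, and 19 of the 24 are also in another list. These 5 lists were lower in 3 of 3 replicates, and the camera calls hold under fry and under an estimated correlation, the latter of which moved them most. The adjusted p was then 0.0126 for MAPK targets, cell division and DNA repair, where the lowest over the alternatives were 1.46e-15, 2.89e-13 and 3.01e-08, and 0.0366 for DNA replication and the study's genes, where the lowest were 1.8e-15 and 2.63e-09. Ribosomal protein genes were lower by camera (−0.16 ± 0.05, SD, n = 3, adjusted p 0.041), with 23 of 75 lower and 2 higher over all genes and 19 and 1 adjusted over the list alone. Their median fitted change was −0.12, and −0.14 with 3 members at the floor set to their bound. The call was lost under an estimated correlation (adjusted p 0.535, highest over the alternatives, which began at 0.0178), with DESeq2 size factors (0.0654), with a replicate block (0.0517) and without replicate 1 (0.0918). Immediate-early and other short-lived mRNAs (0.962) and NMD-sensitive mRNAs (0.777) were not called by camera. Of 25 short-lived mRNAs 8 were higher and 11 lower over all genes, as they were adjusted over the list alone, and of 20 NMD-sensitive mRNAs 5 were higher and 8 lower under both adjustments. Mitochondrially encoded genes could not be tested, as 0 of their 26 current and older symbols are in the table.

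The background of the inhibitor contrasts was measured in the libraries of the inhibitor arms at 0 h and in the vehicle arm over time. Against vehicle at 0 h, 0 genes passed in the triptolide, cycloheximide and combined arms (edgeR, averaged over both pretreatments), while at an unadjusted p under 0.05 there were 429 higher and 432 lower, 228 higher and 211 lower, and 371 higher and 298 lower genes. The largest move came from leaving out the filter on low counts, with 87, 3 and 62 genes, and 3 genes passed in the triptolide arm without replicate 3. From 0 to 5 h in vehicle, 88 genes rose and 72 fell in DMSO, and 188 rose and 319 fell in MAPKi. The total of 160 in DMSO moved most without the filter on low counts, to 410, and was 36, 53 and 76 without replicates 1, 2 and 3. The total of 507 in MAPKi moved most without replicate 3, to 117, and was 179 and 173 without replicates 1 and 2.

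The triptolide arms asked how much mRNA remains once transcription stops. With stable-gene scaling, the median mRNA in DMSO fell to 92.7% ± 2.61 of its initial level at 1 h, 76.0% ± 3.01 at 3 h and 66.6% ± 1.5 at 5 h (SD, n = 3). In MAPKi it fell to 88.6% ± 1.94, 71.0% ± 3.38 and 60.03% ± 2.33 (SD, n = 3). At 5 h the log2 difference between pretreatments was −0.15 ± 0.06 (SD, n = 3) and was below 0 in 3 of 3 replicates. The two-sided p was 0.1 in an exact permutation test without pairing and 0.25 in the exact sign-flip permutation test, each the smallest that the test can give. At 1 and 3 h the log2 difference was −0.07 ± 0.06 and −0.10 ± 0.12 (SD, n = 3), below 0 in 2 of 3 replicates each. With stable genes of both triptolide arms the 5 h difference was −0.04 ± 0.14 (SD, n = 3), below 0 in 2 of 3 replicates. It stayed below 0 in 3 of 3 with total counts, mitochondrial rRNA and stable genes at 3 or 5 h. With TMM, which centres the typical gene, the 5 h difference reversed to 0.03. When cycloheximide was also present, 80.5% ± 1.75 remained in DMSO and 84.2% ± 2.17 in MAPKi at 5 h (SD, n = 3). This order reversed with total counts (92.7% in DMSO, 90.9% in MAPKi) and with mitochondrial rRNA (87.9% and 73.1%). It held with TMM, where the log2 difference was 0.04 ± 0.03 (SD, n = 3) and below 0 in 0 of 3 replicates. With the wider sets of stable genes only the sign of the mean held, within its spread. The difference was 0.04 ± 0.08 with stable genes at 3 or 5 h and 0.02 ± 0.13 with those of both triptolide arms (SD, n = 3). It was below 0 in 1 and in 2 of 3 replicates. With the triptolide arm at 0 h as initial level it was 0.001 ± 0.15 (SD, n = 3), below 0 in 1 of 3.

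**Figure D1:**
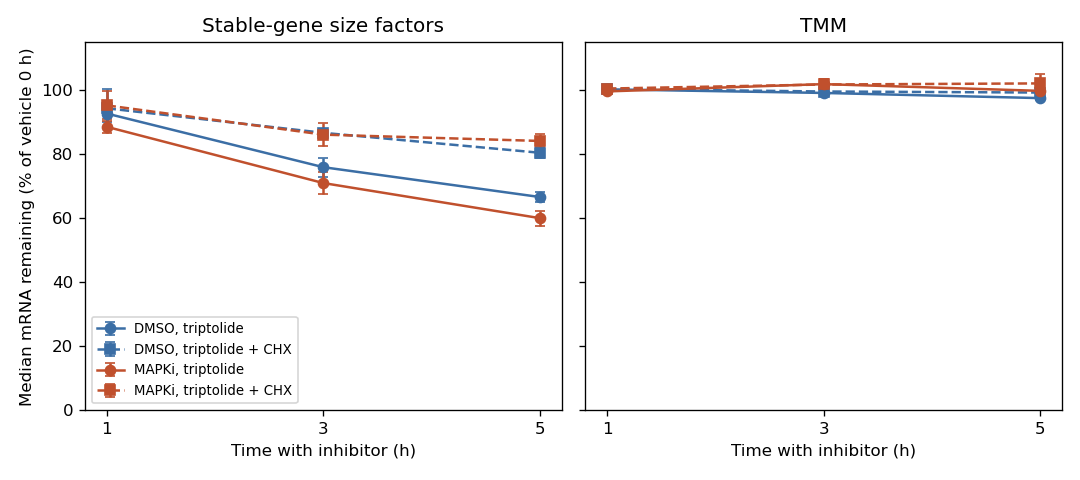
Median share of mRNA remaining (percent of the initial level) at 1, 3 and 5 h of triptolide alone (solid) or with cycloheximide (dashed) in DMSO (blue) and MAPKi (red), as mean ± SD over 3 replicates, with stable-gene scaling at left and TMM at right. With stable genes the triptolide curves end at 66.6% in DMSO and 60.03% in MAPKi, whereas with TMM they end at 97.6% and 99.8%.

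Whether MAPKi changes the decay of single mRNAs was tested as an interaction. After triptolide, 412 genes fell further in MAPKi than in DMSO and 62 fell less (edgeR, adjusted p under 0.05, n = 3 per group). The median log2 interaction of all genes was −0.11 with stable genes, −0.39 with mitochondrial rRNA and 0.05 with TMM, so that counts in each direction are relative to the scaling. Mitochondrial rRNA moved the total of 474 most, to 1623. TMM gave 203 genes lower and 132 higher, and stable genes of both triptolide arms gave 205 lower and 65 higher. Without replicate 1, 2 or 3 the totals were 129, 198 and 167. Among the genes named by rule, CEBPD (chromosome 8, 47736913 to 47738164) decayed faster in MAPKi, from 176 ± 13.5 normalized counts at 0 h to 4.72 ± 2.75 at 5 h, against 114 ± 27.8 to 16.4 ± 4.35 in DMSO (SD, n = 3), a log2 interaction of −2.56 with an adjusted p of 9.76e-07. SCG2 (chromosome 2, 223596940 to 223602361) decayed more slowly in MAPKi, from 88.5 ± 9.97 to 39.2 ± 5.47 normalized counts, against 160 ± 40.8 to 22.4 ± 3.20 in DMSO (SD, n = 3), with an interaction of 1.61 and an adjusted p of 2.71e-05. TICRR (chromosome 15, 89575469 to 89631056, antisense to KIF7) also decayed more slowly (1.35, adjusted p 0.0122, range over the alternatives 0.00388 to 0.393), but was not called without replicate 2 (0.393) or without replicate 3 (0.218). For 3 further genes a group was at or under 3 counts per library, so that no fold is given. FOS (chromosome 14, 75278826 to 75282230) went from 254 ± 37.2 to 0.715 ± 1.24 normalized counts at 5 h in MAPKi and from 33.6 ± 11.2 to 1.80 ± 1.21 in DMSO (SD, n = 3), with an adjusted p of 0.00173 that became 0.186 without replicate 2 and 0.102 without replicate 3 in a range from 3.6e-08 to 0.186. RUNX1-IT1 (no coordinates, as the annotation has no match) kept 21.98 ± 3.90 of 292 ± 56.3 normalized counts at 5 h in MAPKi and 1.19 ± 0.422 of 81.2 ± 20.6 in DMSO (SD, n = 3). BMF went from 384 ± 61.7 to 18.7 ± 7.67 normalized counts in MAPKi (SD, n = 3) and was near 0 throughout in DMSO, and its call was lost without replicate 1 (adjusted p 1, range 4.61e-06 to 1).

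The effect of cycloheximide on mRNAs under triptolide was tested next, as it forms the numerator of the TDD index. Averaged over 3 and 5 h, 4247 genes were higher and 70 lower with than without cycloheximide in DMSO, and 6194 were higher and 80 lower in MAPKi (edgeR, n = 3 per group). The median log2 change of all genes was 0.23 and 0.34 with stable genes and 0.02 and −0.03 with TMM. TMM gave 2363 higher and 834 lower genes in DMSO, and 2919 and 2020 in MAPKi. Total counts gave 3785 and 754 in MAPKi, and stable genes of both triptolide arms gave 3718 and 488. The last setting moved the totals most, from 4317 to 2843 in DMSO and from 6274 to 4206 in MAPKi.

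The difference of this effect between pretreatments was called for 1063 genes, of which 1019 had a larger cycloheximide effect in MAPKi and 44 a smaller one. The total moved most when 1 replicate was left out, to 527, 544 and 445 without replicates 1, 2 and 3. The median log2 interaction of all genes was 0.13 with stable genes and −0.02 with TMM, and TMM gave 420 larger and 129 smaller effects. RP9 (chromosome 7, 33094797 to 33109405) had 210 ± 8.52 normalized counts with triptolide and 525 ± 0.876 with both inhibitors at 5 h in DMSO, and 27.3 ± 2.31 and 339 ± 26.9 in MAPKi (SD, n = 3). Its log2 interaction was 1.88 (standard error 0.16, adjusted p 9.6e-15), and it was called in the same direction under all 12 alternatives tried for this contrast. SOX2 (chromosome 3, 181711925 to 181714436) had an interaction of 2.04 (standard error 0.46, adjusted p 0.00169), which was 0.0502 without replicate 2, the highest over the alternatives, which began at 2.78e-06. ZNF581 (chromosome 19, 55635459 to 55645623, overlapping CCDC106 and ZNF580) had −1.40 (standard error 0.23, adjusted p 9.31e-06) and the small nucleolar RNA SNORD104 (chromosome 17, 64146083 to 64146152) had −1.20 (adjusted p 0.000436). PPRC1 (chromosome 10, 102132994 to 102150333) had −1.14 (adjusted p 0.0434), and was not called without replicate 1 (0.073), 2 (0.175) or 3 (0.33), in a range from 0.0265 to 0.33. BMF was called at an adjusted p of 0.00746, but at 1 without replicate 1 (range 3.89e-06 to 1), and no fold is given because the DMSO libraries with both inhibitors were at the floor.

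The TDD index asks how much more mRNA, as a fraction of the initial level, is present after triptolide when translation is also blocked. It is a share lost only where mRNA falls with triptolide and does not exceed its initial level with both inhibitors. Over 12083 genes its median was 0.122 ± 0.0342 in DMSO and 0.181 ± 0.0111 in MAPKi (SD, n = 3). The difference of 0.0588 ± 0.0307 (SD, n = 3) was above 0 in 3 of 3 replicates, and the two-sided p was 0.1 in the exact permutation test without pairing and 0.25 in the exact sign-flip permutation test, the smallest that each can give. By time, the median was 0.109 ± 0.0314 at 3 h and 0.140 ± 0.0474 at 5 h in DMSO, and 0.151 ± 0.00609 and 0.222 ± 0.0260 in MAPKi (SD, n = 3). TMM moved the difference most and reversed it, to −0.0165 in 3 of 3 replicates. In the exact permutation test without pairing, p was 0.4 with mitochondrial rRNA and 0.5 with stable genes of both triptolide arms. The difference stayed above 0 in 3 of 3 replicates under both of these scalings. At an unadjusted p of at most 0.05 in the linear model per gene, the index was increased in MAPKi for 1616 mRNAs and decreased for 175, where 604 calls would arise by chance over the genes tested. After adjustment 13 were increased, and none was decreased among the 175. These 13 became 0 without replicate 1, 2 or 3, with fewer libraries, and with TMM. With the mean of 3 and 5 h per replicate, which keeps all libraries, they also became 0, with 1174 increased and 163 decreased unadjusted. They became 1 with moderated variances and 3 with the triptolide arm at 0 h as initial level. They rose to 27 without the replicate term, 32 with an initial count of at least 50 and 85 with 1, 3 and 5 h. Values of a replicate at different times share its initial library, yet the linear model treats them as separate, so its p may be too low. TMM gave 804 increased and 728 decreased mRNAs, stable genes at 3 or 5 h, as the study words it, gave 1442 and 187, total counts gave 1170 and 378, and stable genes of both triptolide arms gave 1260 and 314. Without replicate 2, 895 mRNAs were increased.

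**Figure D2:**
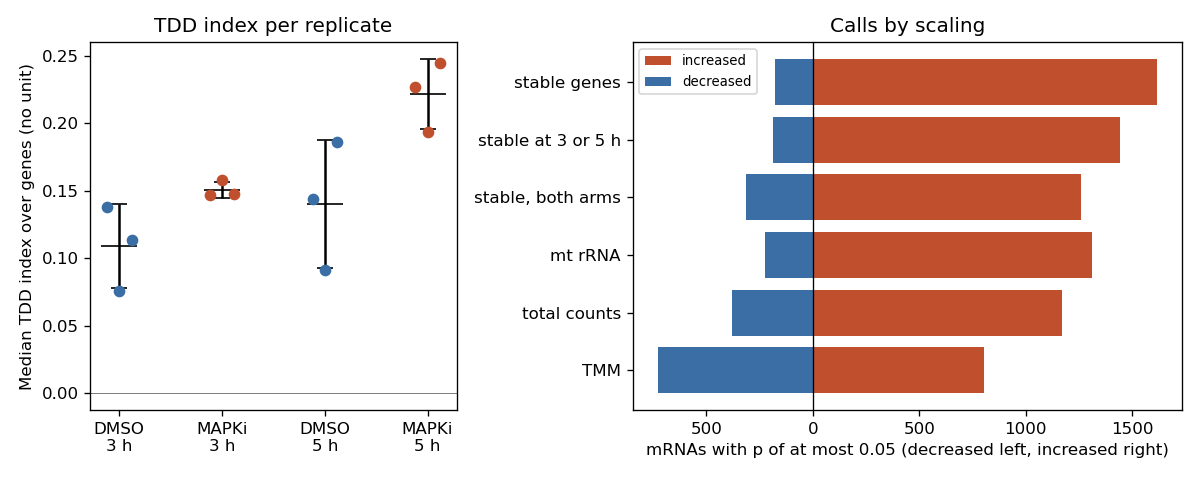
Left, median TDD index (fraction of the initial mRNA) of each replicate with mean ± SD at 3 and 5 h in DMSO and MAPKi, which rises to 0.140 and 0.222 at 5 h. Right, numbers of mRNAs with a decreased or increased index in MAPKi at an unadjusted p of at most 0.05 under 6 scalings, from 1616 increased and 175 decreased with stable genes to 804 and 728 with TMM.

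Of the 5 largest increases, FAM83D (chromosome 20, 38926312 to 38953106) had a TDD index of 0.442 ± 0.128 in DMSO and 0.960 ± 0.265 in MAPKi (SD, n = 3), and AUNIP (chromosome 1, 25831913 to 25859458, overlapping MTFR1L) had 0.727 ± 0.137 and 1.29 ± 0.140 (SD, n = 3). TRMT5 (chromosome 14, 60971441 to 60981170, overlapping SLC38A6) had 0.161 ± 0.123 and 0.718 ± 0.427, ARHGAP24 (chromosome 4, 85475150 to 86002668, antisense to MAPK10) −0.190 ± 0.313 and 0.385 ± 0.113, and PMAIP1 (chromosome 18, 59899996 to 59904305) 0.308 ± 0.123 and 1.17 ± 1.095 (SD, n = 3 each). Of the 5 largest decreases, CYB5D2 (chromosome 17, 4143168 to 4187310, antisense to ANKFY1) had 2.30 ± 0.680 and 0.271 ± 0.137, SNORD104 0.760 ± 0.108 and −0.177 ± 0.170, and WDR90 (chromosome 16, 649311 to 667833) 0.748 ± 0.294 and 0.162 ± 0.0962 (SD, n = 3 each). MTRNR2L1, a nuclear copy of mitochondrial rRNA with no match in the annotation and uncertain counts, had 0.560 ± 0.140 and −0.0095 ± 0.0840, and ZDHHC14 (chromosome 6, 157381133 to 157678157) had 0.301 ± 0.175 and −0.0954 ± 0.0334 (SD, n = 3 each). WDR90 is overlapped by an antisense gene, so that its counts are uncertain. Values above 1 are not shares lost. CYB5D2 in DMSO had 151 ± 23.9 normalized counts at 0 h, 177 ± 19.5 with triptolide and 660 ± 125 with both inhibitors at 5 h (SD, n = 3), and AUNIP and PMAIP1 in MAPKi were above 1 too. None of these 10 passed after adjustment, the lowest being 0.0648 for SNORD104. Of 18 alternatives, the unadjusted p rose above the threshold in 9 for PMAIP1, 7 for ARHGAP24, 5 for ZDHHC14, 4 for TRMT5, 3 each for AUNIP, FAM83D and MTRNR2L1, 2 for WDR90 and 1 each for CYB5D2 and SNORD104, with 0.684 for ARHGAP24 as the highest. Among those that left out 1 replicate, these were PMAIP1 without replicate 1 (0.0856) or 2 (0.0777), ARHGAP24 without replicate 2 (0.0731) or 3 (0.139), TRMT5 and MTRNR2L1 without replicate 2 (0.0684 and 0.0606), and ZDHHC14 without replicate 1 (0.0614) or 3 (0.146).

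The study asks about mRNAs of proliferation and DNA repair, so the lists were also compared by their change of the TDD index relative to all genes. Cell division mRNAs were 0.157 ± 0.0281 above all genes (SD, n = 3; camera adjusted p 3.67e-19), DNA repair 0.0623 ± 0.0125 (8.65e-06), DNA replication 0.0747 ± 0.0162 (1.08e-05) and the genes measured by the study 0.124 ± 0.0275 (7.11e-10), each higher in 3 of 3 replicates. An estimated correlation moved these 4 most, to adjusted p-values of 0.0308, 0.04, 0.0159 and 0.0306, where the lowest over the alternatives were 1.24e-19, 6.79e-06, 8.49e-06 and 4.21e-10. Their calls hold under fry, an estimated correlation and TMM. At an unadjusted p of at most 0.05, the index was increased for 58 of 84 cell division mRNAs, of which 1 passed over all genes and 50 adjusted over the list alone. The same counts were 25, 0 and 4 of 86 for DNA repair, 21, 1 and 10 of 55 for DNA replication, and 21, 1 and 21 of 24 for the study's genes, the last of which is not independent evidence. In the decay interaction, the median log2 values of these 4 lists, in the same order, were 0.09, −0.07, −0.09 and −0.01, against −0.11 for all genes. Of their members 1, 2, 1 and 1 fell further in MAPKi over all genes, and 1, 1, 1 and 0 fell less. The higher index of these lists thus did not go with a larger fall after triptolide than that of all genes. Short-lived mRNAs had a relative median of −0.0576 ± 0.0452 (SD, n = 3; camera adjusted p 0.0141), a call lost under fry (0.592), an estimated correlation (0.128), TMM (0.93), total counts (0.203) and without replicate 1 (0.394), in a range from 1.79e-05 to 0.93. Of its 22 mRNAs, 3 were increased and 2 decreased, and 0 passed either adjustment. MAPK targets (0.51, with 2 increased and 3 decreased of 20, 0 over all genes and 1 adjusted over the list alone), NMD-sensitive mRNAs (0.745, with 2 increased and 2 decreased of 20) and ribosomal proteins (0.473, with 2 increased and 0 decreased of 72) were not called, and none of the last 2 lists passed either adjustment. Ribosomal proteins became lower with TMM (2.84e-06) and total counts (0.00689), in a range from 2.84e-06 to 0.803.

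**Figure D3:**
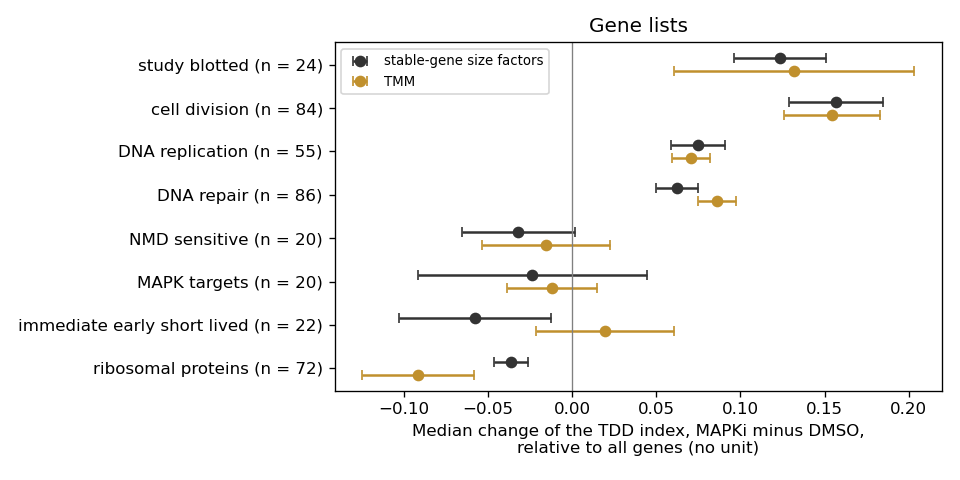
Median change of the TDD index in MAPKi of each gene list relative to all genes, as mean ± SD over 3 replicate differences, with stable-gene scaling and with TMM. Cell division lies highest at 0.157 with stable genes and 0.155 with TMM, and ribosomal proteins go from −0.0365 to −0.0916.

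Amino acid and codon frequencies were compared between coding sequences of mRNAs with an increased (1539) and a decreased (146) index, which exist for 95.2% and 83.4% of these mRNAs. Genes are not independent replicates, and SE here is that of the model. Of 20 amino acids, 9 differed at an adjusted p under 0.05 (beta regression with Tukey contrasts), with Lys, Asn and Glu more frequent and Ala, Gly, Leu, Pro, Val and Trp less frequent in the increased set. Lys made up 7.15% of residues in the increased, 4.95% in the decreased and 5.99% in the unchanged set (log odds ratio 0.357, SE 0.043, adjusted p 6.51e-13). Glu made up 8.05%, 6.73% and 7.18% (0.178, SE 0.0342, adjusted p 2.48e-06). Asp, at 5.14%, 4.93% and 4.82%, did not differ between the increased and decreased sets (adjusted p 0.432) but did between the increased and unchanged sets (3.63e-12). Of 61 codons, 54 differed. Of the 28 more frequent ones 26 end in A or T, and all 26 less frequent ones end in G or C. GAA (0.545) and AAA (0.543) had the highest log odds ratios and CTG (−0.471) and GGC (−0.44) the lowest. Sets from the edgeR interaction, with 21 decreased genes, moved the count of codons most, to 6, and that of amino acids to 1, while TMM sets gave 17 amino acids.

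**Figure D4:**
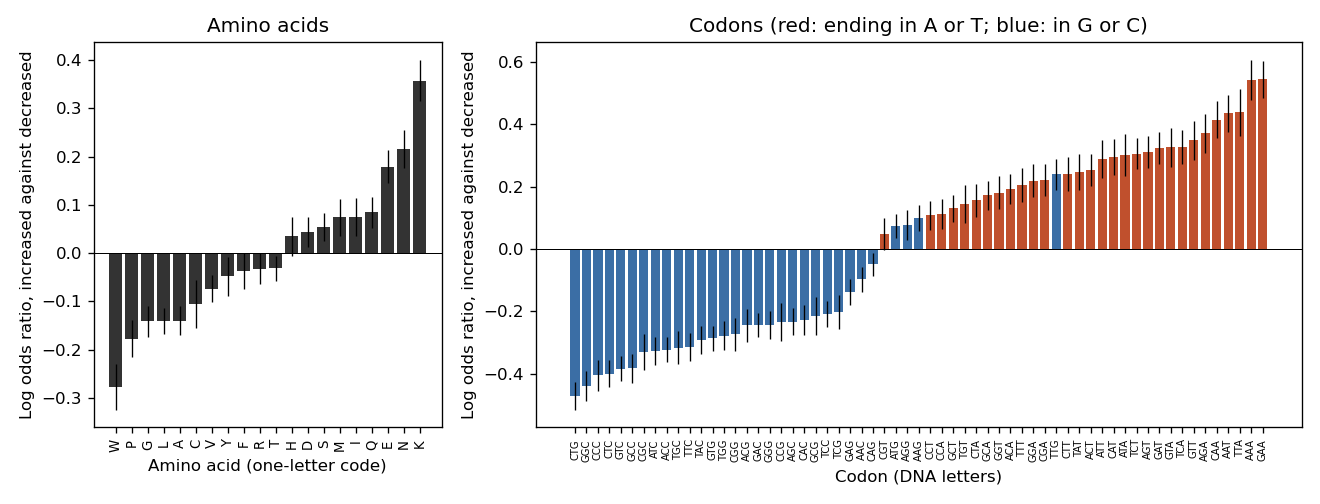
Log odds ratios ± SE of the frequency of 20 amino acids (left) and 61 codons (right, red for endings in A or T, blue for G or C) in mRNAs with an increased against a decreased TDD index in MAPKi. Lys is the highest amino acid at 0.357, and the codons GAA and AAA reach 0.545 and 0.543.

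Further genes had been fixed for their place in the study. Of these, GOT2 and GAPDH are each overlapped by an antisense gene, so that their counts are uncertain. CTU2 (chromosome 16, 88706483 to 88715396, antisense to PIEZO1), which takes part in modifying wobble uridines of tRNAs, went from 29.4 ± 4.36 CPM in DMSO to 14.1 ± 1.68 in MAPKi at 0 h (SD, n = 3; log2 change −1.06, edgeR adjusted p 0.000441). Its TDD index was −0.0122 ± 0.152 and 0.437 ± 0.0295 (SD, n = 3). The unadjusted p of the linear model was 0.0195 and rose to 0.108, 0.0839 and 0.0937 without replicates 1, 2 and 3. RAD18 (chromosome 3, 8775402 to 8963773), a DNA repair gene, went from 30.0 ± 1.23 to 11.7 ± 1.21 CPM (SD, n = 3; −1.35, edgeR adjusted p 1.94e-09), and its TDD index from 0.0942 ± 0.0170 to 0.582 ± 0.238 (SD, n = 3). The unadjusted p of its index was 0.00503, and 0.0703 without replicate 3. MYC (chromosome 8, 127735434 to 127742951, overlapped by CASC11) went from 5.36 ± 2.23 to 0.333 ± 0.193 CPM (SD, n = 3; −3.92, standard error 0.82, edgeR adjusted p 4.38e-05). EPRS1 (chromosome 1, 219968600 to 220046530), a tRNA synthetase, was not called at 0 h (log2 change −0.12, adjusted p 0.143) but was over the 4 vehicle times (−0.22, 5.55e-08, where the alternatives reach 0.593), and its index did not differ (unadjusted p 0.439). GOT2 (chromosome 16, 58707131 to 58734342), a mitochondrial aminotransferase, was lower (−0.38, adjusted p 0.00591) except without replicate 1 (−0.19, 0.329, in a range from 2.97e-08), and its index did not differ (unadjusted p 0.794). GAPDH (chromosome 12, 6534512 to 6538374) had 6840 ± 576 and 6776 ± 189 CPM (SD, n = 3; log2 change −0.01, edgeR adjusted p 0.924), and its index did not differ with stable genes (unadjusted p 0.211) but did with TMM (0.0229) and total counts (0.0475).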

Values the study reported

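From the same libraries, the study reported an increased TDD index for 1390 mRNAs and a decreased one for 183 after MAPKi. In separate RNA-seq libraries of cells treated for 24 h, it reported 2010 mRNAs that decreased and 1719 that increased.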

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

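The tests that thin libraries to a common depth or remove trends on GC content and length were set down before their results were seen. All other tests in this part were chosen only after the result was seen. Some of them reuse alternatives set in advance, such as TMM scaling and the triptolide arm at 0 h as initial level. The regrouping tests exchange the pretreatment between whole replicate series, or the arm between libraries of the same time or pretreatment, and count how many of the groupings, the real one included, give as many calls. With 3 against 3 series there are 10 groupings, so that their share cannot fall under 0.1, and for exchanges of the arm 30 groupings were drawn. Every exchange of the pretreatment but the real one mixes MAPKi and DMSO series within a group. The effect of MAPKi then widens the spread within the group, which lowers its calls. Exchanges of the arm can mix the arms in the same way. The real grouping was thus favoured in advance, and its rank alone is no evidence for a difference.

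A difference between the pretreatments was found for the TDD index, which was increased in MAPKi for 1616 mRNAs and decreased for 175, so that 90.2% of the calls were increases. The tables argue against several technical causes of this asymmetry. If it rested on which stable genes were chosen, other references would remove it, but the lowest share of increases over total counts, mitochondrial rRNA and the stable genes of both triptolide arms was 75.6%. Noise in the initial level would not carry over to other libraries, but the triptolide arm at 0 h as initial level gave 1555 increases. Differences in depth are not enough, since 81.8% of the calls were increases after every library was thinned to the total of the smallest, with 995 increased and 221 decreased mRNAs. Removing each library's trend on GC content and length left 91.0%. The trends were centred over genes and the stable-gene size factors were kept. This test thus covers differences between genes only, and cannot show whether such trends act through the size factors. An offset common to all genes stays open. With TMM the share was 52.5%, but TMM sets the typical gene to no change by construction and the table has 0 spike-in entries, so that such an offset and a real shift of most mRNAs cannot be told apart. Of the 10 groupings, 1 gave as many calls (1823 without the replicate term), the real one. A larger contribution of translation to decay under MAPKi may explain the asymmetry and remains untested.

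The cycloheximide effect under triptolide also differed between the pretreatments by an interaction test, for 1063 genes. An offset common to all genes would vanish with TMM, yet 549 genes were called with it. After thinning 198 genes were called, 185 of them among the 519 called in the compared libraries alone. With trends on GC content and length removed 581 were called, 496 of them among the 560 called before, within the 80.4% of tested genes (95.1% of those called) that have these properties. If MAPKi changed the response to cycloheximide whether or not transcription runs, the called genes should go the same way in the arms without triptolide. Relative to all genes 55.6% did, and of the genes called in both contrasts 137 went the same way and 138 the opposite way. With TMM, as in the arms without triptolide, the 2 directions part. Of the genes with a larger effect in MAPKi 54.3% went the same way, with 59 called the same and 58 the opposite way, which argues against such a change as the whole cause. Of those with a smaller effect 69.0% did, with 34 against 6, so that it stays a candidate explanation for them. The real grouping alone, 1 of 10, gave as many as 519 genes, but the others mix the pretreatments, so that this is no evidence for the interaction. For the larger effects a change in translation-dependent decay of part of the mRNAs is a candidate explanation, found and tested on the same data.

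The decay after triptolide differed between the pretreatments for 474 genes by an interaction test, most of which fell further in MAPKi. With TMM 60.6% of the called genes were lower in MAPKi. Without spike-in counts, a common offset between libraries and faster decay of most mRNAs in MAPKi cannot be told apart for the direction of these calls. Of the 10 groupings, 1 gave as many as the 147 genes called in the compared libraries alone. A biological difference between the pretreatments stays open as untested.

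The cycloheximide arm without triptolide enters the comparisons of the report only at 0 h, as background and as part of 1 alternative initial level of the TDD index. At 3 and 5 h it held a signal above the vehicle libraries of the same times, with 4813 genes changed in DMSO (2588 higher, 2225 lower) and 4463 in MAPKi (2376 higher, 2087 lower) by edgeR. At 0 h, as background, 0 genes passed in this arm, with 228 higher and 211 lower at an unadjusted p under 0.05. Of 30 groupings, 1 gave as many genes in DMSO (4850 in the compared libraries alone) and 1 of 30 in MAPKi (4697), the real one each time. No other technical explanation was tested for the effect within a pretreatment.

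This cycloheximide effect differed between the pretreatments for 1638 genes by an interaction test, 749 with a higher and 889 with a lower effect in MAPKi. The count ranged over the fits that each left out 1 replicate from 782 without replicate 1 to 1142 without replicate 2. After thinning 1170 genes were called, 1079 of them among the 1793 called in the compared libraries. With trends on GC content and length removed 1814 were called, 1555 of them among the 1688 called before, with both properties known for 90.7% of the called genes. The real grouping alone, 1 of 10, gave as many as 1793. In camera, immediate-early and other short-lived mRNAs (adjusted p 1.14e-18), NMD-sensitive mRNAs (6.58e-09) and ribosomal proteins (2.57e-11) had a lower effect in MAPKi, and cell division (6.58e-09), DNA repair (4.04e-06), DNA replication (5.63e-12) and the study's genes (2.51e-09) a higher one, and all of these calls hold under fry. MAPK targets were not called (0.393). The median log2 effect on short-lived mRNAs was 2.98 in DMSO and 1.70 in MAPKi (1.68 with the member at the floor set to its bound), with 15 of 25 called lower, and that on NMD-sensitive mRNAs was 1.05 and 0.35, with 12 of 20 called lower. The members named here were chosen after their values were seen. FOS reached 660 ± 85.8 CPM after 5 h of cycloheximide in DMSO and 25.2 ± 6.20 in MAPKi (SD, n = 3), with log2 effects of 6.78 and 0.82. The effects on ATF3 (chromosome 1, 212565334 to 212620777) were 5.27 and 1.79, on JUN (chromosome 1, 58776845 to 58784048) 4.71 and 1.68, on MCL1 (chromosome 1, 150560895 to 150579738, overlapped by another gene) 2.59 and 0.27, and on the noncoding RNA GAS5 (chromosome 1, 173858559 to 173868882, overlapped by another gene) 1.55 and 0.18. A smaller response of all genes, as from a weaker block of translation, would bring effects nearer to 0 in each list. The tables argue against it as the whole cause, as the median effect on ribosomal proteins went from −0.08 to −0.31, with 22 of 75 called with a larger fall in MAPKi, and that on DNA replication from −0.10 to 0.22, with 20 of 55 called higher. Of the 1638 genes, 948 had an effect nearer to 0 and 690 one farther from 0 in MAPKi. Other starting levels of these mRNAs in MAPKi and weaker signalling stay open as untested.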

How the results depend on the processing

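In this part the scalings by total counts, mitochondrial rRNA and the wider sets of stable genes were chosen only after the results were seen. So were the permutation without pairing and the TMM sets for composition. Of 1011 values of 91 results under an alternative, 847 kept their direction and side of the threshold or moved by less than the spread, 72 lost their call, 5 gained one, 21 reversed and 66 moved. Named genes kept their call in 148 of 153 alternatives for MAPKi at 0 h, 65 of 72 for each interaction with triptolide, 40 of 40 for cycloheximide alone and 230 of 288 for the TDD index, where 48 were lost, 2 gained and 8 reversed. Where no cause is named, the cause was not tested.

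Scaling moved the results after triptolide. TMM, which centres the typical gene by construction, gave 97.6% remaining at 5 h in DMSO and 99.8% in MAPKi, a reversed log2 difference of 0.0331, median TDD indices of 0.0130 and −0.0035 with a reversed difference of −0.0165, 804 increased and 728 decreased mRNAs, 549 interaction genes, a reversed direction for MAPK targets (adjusted p 0.806, range 0.181 to 0.949) and a reversed TDD change of EPRS1 (−0.0719). Total counts gave 85.6% and 79.1% remaining, TDD medians of 0.0502 and 0.0767, a difference of 0.0265, 378 decreased mRNAs and a reversed change of EPRS1 (−0.00808). Mitochondrial rRNA gave 48.7% remaining in MAPKi, a log2 difference of −0.45, 1623 genes in the decay interaction, a TDD median of 0.198 in MAPKi, and reversed directions for ribosomal proteins (adjusted p 0.438, range 2.84e-06 to 0.803) and GOT2 (0.00967). Stable genes at 3 or 5 h, as the study words its rule, gave 63.7% in MAPKi, a log2 difference of −0.0692, and 1442 increased and 187 decreased mRNAs. Stable genes of both triptolide arms gave 59.1% in DMSO, a log2 difference of −0.0393, 270 genes in the decay interaction, 2843 genes higher or lower with cycloheximide in DMSO, 590 interaction genes, TDD medians of 0.0375 and 0.0612 with a difference of 0.0237, 314 decreased mRNAs and a reversed change of EPRS1 (−8.48e-04). DESeq2 size factors and the DESeq2 Wald test each reversed GAPDH at 0 h, to a log2 change of 0.0263.

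Without the filter on low counts, 87, 3 and 62 genes passed in the triptolide, cycloheximide and combined arms at 0 h and 410 from 0 to 5 h in DMSO vehicle, with more genes tested. Fits on the compared libraries alone, which have fewer libraries to estimate the spread, gave 81 genes from 0 to 5 h in DMSO, 147 in the decay interaction and 519 in the cycloheximide interaction. The DESeq2 Wald test gave 305 genes in the decay interaction. Averaging MAPKi against DMSO over 4 vehicle times, with more libraries per side, gave 10328 genes.

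For the share remaining in DMSO, the triptolide arm at 0 h as initial level gave 68.3% and an initial count of at least 50 gave 68.8%. With 1, 3 and 5 h the TDD medians were 0.0874 in DMSO and 0.147 in MAPKi, and GOT2 reversed (0.00256). With 3 h alone 625 mRNAs were increased, EPRS1 (−0.0477) and GOT2 (0.0348) reversed, and with 5 h alone 1073 were increased and 105 decreased, each with fewer values per gene.

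Under fry the direction reversed, without a call, for the TDD change of MAPK targets (adjusted p 0.239), NMD-sensitive mRNAs (0.161, range 0.161 to 0.835) and ribosomal proteins (0.309), and for the expression of NMD-sensitive mRNAs (0.293, range 0.293 to 0.847). It reversed with a call for the expression of short-lived mRNAs (6.9e-04, range 6.9e-04 to 0.989), a list with members that move both ways. Sets from the edgeR interaction left 1 amino acid and 6 codons, with 21 decreased genes, TMM sets gave 17 amino acids and GC3 as covariate left 10 codons.

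Across the 3 fits that each left out 1 replicate, which have fewer libraries, 0 to 3 genes passed in the triptolide arm at 0 h, 36 to 76 from 0 to 5 h in DMSO vehicle, 117 to 179 in MAPKi vehicle, 129 to 198 in the decay interaction, 445 to 544 in the cycloheximide interaction under triptolide and 782 to 1142 in that without triptolide. The lowest came without replicate 1 in DMSO vehicle, the decay interaction and the interaction without triptolide, and without replicate 3 in MAPKi vehicle and the interaction under triptolide. The share remaining in DMSO was 64.6% to 65.5%, the TDD median in MAPKi 0.155 to 0.197 and the number of increased mRNAs 895 (without replicate 2) to 1266. GAPDH at 0 h ran from −0.0761 to 0.0795, reversed without replicate 1, and the TDD change of GOT2 from −0.0794 to 0.0463, reversed without replicate 3.

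In 0 of 11 comparisons were all correlations between libraries of the same number above 0.1, so the numbers were not taken as pairs. Of 6 measures per library, looked at after the results were seen, 2 still follow them most. The share of mitochondrial rRNA was highest in replicate 1 in 28 of 32 groups, where chance gives 10.7, and the first principal component was highest in replicate 2 in 15 of 16 MAPKi and 8 of 16 DMSO groups, where chance gives 5.33, so that libraries of a number may not be independent across arms and times. With the number as a replicate block, 6983 genes were called at 0 h, 222 from 0 to 5 h in DMSO vehicle and 614 in MAPKi vehicle, and without it in the TDD model 1651 mRNAs were increased. The block took the call from ribosomal proteins at 0 h (adjusted p 0.0517, range 0.0178 to 0.535), its removal took that of the TDD index of PMAIP1 (unadjusted p 0.0783), and it changed no other call of a group comparison, list or named gene.

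Scaling by ERCC counts was not run, as the table has 0 spike-in entries, nor stable genes of both triptolide arms at both times, which leave 1 gene. Depth limits the genes with few counts after triptolide, for which no fold is given.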

Other observations

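The test of shared initial libraries and, for Lys, the removal of trends on GC content and length were set down before results were seen. All other tests in this part were chosen only after the result was seen. Some of them reuse alternatives set in advance, such as TMM scaling for the lists and GC3 as a covariate.

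At 0 h, 3527 genes were lower and 3333 higher in MAPKi. Both counts are well above those quoted from the study, which come from other libraries and another treatment time and were called with thresholds on the fold change and the mean count that were not applied here. The real grouping alone, 1 of 10, gave as many as the 6727 genes called in the compared libraries, and the 6 lists called at 0 h were matched by 3 of 10 groupings. As above, the other groupings mix the pretreatments within a group, which lowers their calls of single genes. Of the background contrasts, the 5 h change in DMSO vehicle libraries (81 genes) was matched by 2 of 10 groupings. The one besides the real grouping gave 1051 genes, far more than the real one. The 5 h change in MAPKi (457 genes) was matched by 1 of 10, the real one. The 0 genes of the triptolide, cycloheximide and combined arms at 0 h were matched by 30 of 30 groupings each, as any grouping gives at least 0, so that this says nothing about chance. They stand beside 429 higher and 432 lower, 228 and 211, and 371 and 298 genes at an unadjusted p under 0.05. The largest count over these groupings was 227 in the triptolide, 1 in the cycloheximide and 8 in the combined arm. The cycloheximide effect under triptolide was matched by 1 of 30 groupings in DMSO (3453 genes) and by 1 of 30 in MAPKi (5838), the real one each time.

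A hypothesis tested was that mRNAs lower in MAPKi at 0 h are those with an increased TDD index. Both were found for 818 mRNAs, where 447 would coincide by chance (odds ratio 3.22). The index was increased for 24.4% of lower, 8.34% of higher and 9.53% of unchanged mRNAs. Both measures contain the vehicle libraries at 0 h, which could link them. With the triptolide arm at 0 h as initial level the odds ratio was 2.88, with 751 mRNAs against 429 by chance. Across genes, which are not independent replicates, the Spearman correlation of the log2 change with the index difference was −0.22, and in 20 simulations without any change between pretreatments it averaged −0.167 and ran from −0.179 to −0.141. With the triptolide arm as initial level it was −0.184, against −0.0018 in the simulations. Shared libraries account for part of the correlation but not for the whole overlap.

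Another hypothesis was that the higher TDD index of the DNA repair, replication and cell division lists only follows the shift of all genes. With TMM, which removes that shift, the lowest of the 3 relative medians was 0.0707, and the 3 lists stayed called. Of the 10 groupings, 2 gave as many called lists as the 5 of the real one. Each of the others still has more MAPKi series on one side and so carries part of the real difference, here and for the groupings of composition and of lists at 0 h, so that their calls say nothing about a common factor of replicate series.

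The composition of mRNAs with an increased against a decreased index could follow trends of the libraries on GC content. After removal of these trends the log odds ratio of Lys was 0.247 (SE 0.041) and that of Glu 0.179, and both stayed called. Asn fell from 0.215 to 0.0563 and lost its call (adjusted p 0.378), as did Ala (0.0595) and Val (0.0817), while Phe (0.0139), Gln (0.0335) and Tyr (0.0473) gained one, less frequent in the increased set for Phe and Tyr and more for Gln, so that 9 of 20 differed as before. With GC3 in the model 6 amino acids and 10 codons differed, Lys (0.177) and Glu (0.127) stayed more frequent, and Asn (0.0341) did not. Trends on GC content, or GC3 of the mRNAs, may thus account for most of the difference in Asn but not for all of that in Lys. Of 10 groupings, 3 gave as many amino acids as the 8 of the real one without the replicate term (at most 11), and 3 of 10 gave a gap in GC3 as wide as its 15.7 percentage points (at most 18.2). For the comparison with unchanged mRNAs (14 amino acids) and for Lys (0.364) the real grouping alone, 1 of 10, was as large, with at most 13 and 0.362 in the others. Among mRNAs lower with MAPKi, 14 amino acids and 59 codons differed between those with an increased and an unchanged index.

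The share of mitochondrial rRNA in all counts rose between 0 and 5 h of triptolide in MAPKi from 4.08% ± 0.394 to 6.75% ± 0.353 (SD, n = 3), a ratio of 1.65, against 1.15 in vehicle. With both inhibitors the ratio was 1.33, and with cycloheximide alone 0.908. In DMSO the ratios were 1.28 with triptolide, 1.104 with both, 0.936 with vehicle and 0.671 with cycloheximide alone.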
